# *LEF1* Induces *DHRS2* Gene Expression in Human Acute Leukemia Jurkat T-Cells

**DOI:** 10.4274/tjh.galenos.2020.2020.0144

**Published:** 2020-11-19

**Authors:** Sema Sırma Ekmekci, Zeliha Emrence, Neslihan Abacı, Melda Sarıman, Burcu Salman, Cumhur Gökhan Ekmekci, Çağrı Güleç

**Keywords:** T-cell acute lymphoblastic leukemia, p53, DHRS2, LEF1, siRNA

## Abstract

**Objective:**

T-cell acute lymphoblastic leukemia (T-ALL) is an aggressive disease resulting from the accumulation of genetic changes that affect the development of T-cells. The precise role of lymphoid enhancer-binding factor 1 (*LEF1*) in T-ALL has been controversial since both overexpression and inactivating *LEF1* mutations have been reported to date. Here, we investigate the potential gene targets of *LEF1* in the Jurkat human T-cell leukemia cell line.

**Materials and Methods:**

We used small interfering RNA (siRNA) technology to knock down *LEF1* in Jurkat cells and then compared the gene expression levels in the *LEF1* knockdown cells with nontargeting siRNA-transfected and non-transfected cells by employing microarray analysis.

**Results:**

We identified *DHRS2*, a tumor suppressor gene, as the most significantly downregulated gene in *LEF1* knockdown cells, and we further confirmed its downregulation by real-time quantitative polymerase chain reaction (qRT-PCR) in mRNA and at protein level by western blotting.

**Conclusion:**

Our results revealed that *DHRS2* is positively regulated by *LEF1* in Jurkat cells, which indicates the capability of *LEF1* as a tumor suppressor and, together with previous reports, suggests that *LEF1* exhibits a regulatory role in T-ALL via not only its oncogenic targets but also tumor suppressor genes.

## Introduction

T-cell acute lymphoblastic leukemia (T-ALL) is a malignancy associated with a significant risk of relapse and poor prognosis [1]. T-ALL represents approximately 25% of adult and 15% of pediatric ALL patients [2]. Although the prognosis of T-ALL has gradually improved over the years due to modern treatment protocols, resistance and relapse still remain major challenges in treatment. Thus, our understanding of molecular pathogenesis and the classification of patients can improve treatment outcomes and thereby increase success rates [3,4]. Activating mutations in *NOTCH1* or inactivating mutations in its negative regulator (*FBXW7*) occur in about 60% of T-ALL cases [5,6,7,8]. Activation of the *NOTCH* signaling pathway cooperates with loss of *p16/INK4A* and *p14/ARF*. In addition, translocations in oncogenes, such as LIM-only domain (*LMO*) genes, homeobox (*HOX*) genes, *MYC*, and *MYB*, frequently place these genes under the control of strong T cell-specific enhancers, thus causing aberrant overexpression [2,5].

Lymphoid enhancer-binding factor 1 (*LEF1*), a downstream transcriptional regulator of the Wnt/β-catenin pathway, regulates many cell cycle regulatory and cellular proliferation genes [9]. *LEF1* can also modulate gene transcription independently [10]. Previous studies have shown that *LEF1* plays a crucial role in normal hematopoiesis [9,11]. Defective pro-B cell survival and proliferation have been shown in *LEF1* knockout mice. Overexpression of *LEF1* in bone marrow progenitors results in B-lymphoblastic and acute myeloid lymphoma in recipient animals [11]. In leukemia and solid tumors, abnormal changes in *LEF1* expression have been reported in several studies [12,13,14,15].

The findings on the prognostic significance of *LEF1* expression show inconsistency among previously reported studies. For example, *LEF1 *expression has been found to be associated with poor prognosis in adult precursor B-cell acute lymphoblastic leukemia and chronic lymphocytic leukemia [14,16,17], while overexpression of *LEF1* has been determined as a favorable prognostic factor in childhood ALL and acute myeloid leukemia [13,18,19,20].

Many gene targets of *LEF1* and their associated pathways have been identified. However, its precise role in T-ALL has not been clarified yet. While some studies have shown an increased expression of *LEF1* in both premalignant thymocytes and T-ALL [16], others have reported the deletion of the *LEF1* gene accompanied with *NOTCH1* and *PTEN* mutations, biallelic *INK4A/ARF *(*CDKN2A*) deletions, or activating *PI3K* or *AKT* gene mutations in T-ALL [16,21,22]. These contradictory findings necessitate further studies to understand the molecular mechanism of *LEF1* in T-ALL.

In this study, we have investigated *LEF1*-regulated genes in Jurkat, a well-characterized human T acute lymphoblastic leukemia cell line that is widely used in a variety of studies to understand T-cell biology and T-cell signaling. The aim of our study was to identify potentially critical *LEF1*-regulated genes as well as related molecular signaling pathways using the Jurkat line as model cells.

## Materials and Methods

### Cell Culture

Jurkat cells were cultured at 37 °C with 5% CO_2_ in RPMI-1640 medium (Lonza, Basel, Switzerland) containing 10% fetal bovine serum (Capricorn Scientific, Ebsdorfergrund, Germany), 100 U/mL penicillin, 100 mg/mL streptomycin (GIBCO, Thermo Fisher Scientific, Waltham, MA, USA) and 2 mM L-glutamine.

### *LEF1* Small Interfering RNA (siRNA) Transfection

Jurkat cells were transfected with 100 nM *LEF1 *siRNA (SMARTpool ON-TARGET plus siRNA, Dharmacon, Lafayette, CO, USA), which targets both long (transcript variant 1, NCBI ID: NM_016269.5) and short isoforms (transcript variants 2, 3, 4; NCBI IDs: NM_001130713.2, NM_001130714.2, NM_001166119.1, respectively) of *LEF1 *or 100 nM non-targeting siRNA (SMARTpool ON-TARGET plus siRNA, Dharmacon) with HiPerFect transfection reagent (QIAGEN GmbH, Hilden, Germany) according to the manufacturer’s protocol and cultured for 24 and 48 h.

### RNA Isolation

Total RNA was isolated from Jurkat cells using the RNeasy Mini Kit (QIAGEN) in accordance with the manufacturer’s instructions. RNA concentrations were measured using a spectrophotometer (NanoDrop ND-1000, Thermo Scientific, Waltham, MA, USA).

### Real-Time Quantitative PCR (qRT-PCR)

*LEF1* siRNA knockdown and microarray results were confirmed by qRT-PCR. Reverse transcription was performed using random hexamers, total RNA, and the Transcriptor First Strand cDNA Synthesis Kit (Roche Life Science, Mannheim, Germany) following the manufacturer’s manual. To quantify the gene expression, primers specific to the *LEF1 *gene,* DHRS2* gene, and housekeeping *TATA binding protein *gene (*TBP*) were designed. qRT-PCR was performed using LightCycler 480 SYBR Green I Mix (Roche) and LightCycler 480 Instrument II (Roche) under the following PCR conditions:  95 °C for 5 min, 95 °C for 20 s, 64 °C for 20 s, and 72 °C for 15 s (45 cycles). Forward and reverse primers (5’-3’) were as follows: *TBP*-forward: ACT TGA CCT AAA GAC CAT TGC AC and *TBP*-reverse: CTT GAA GTC CAA GAA CTT AGC TGG; *DHRS2-*forward: CGA CTT CCT GGT GTG CAG and *DHRS2-*reverse: GTT CTC CAT GTA GGG CAG C; *LEF1*-forward TGG TGC AGC CAT CCC ATG and *LEF1*-reverse CGT GAT GGG ATA TAC AGG CTG ACC. Quantification was performed using the relative standard curve method. Each experiment was performed in triplicate. Gene expressions were normalized using the housekeeping gene *TBP*.

### Microarray

Microarray experiments were performed using the Affymetrix GeneChip^®^ 3’ IVT Express Kit (Affymetrix, Santa Clara, CA, USA). Sample preparation was conducted in accordance with the manufacturer’s protocol.  Fragmented end-labeled cDNA was hybridized onto the Affymetrix GeneChip® HG-U133 Plus 2.0 Array according to Affymetrix’s standard procedure. After hybridization, the chip was stained and washed in the GeneChip Fluidics Station 450 (Affymetrix) and scanned by GeneChip Array Scanner 3000 G7 (Affymetrix). Expression signals were extracted and normalized using the Expression Console (Affymetrix), applying the robust multichip average (RMA) normalization method. The microarray expression data generated in this study are available in the NCBI Gene Expression Omnibus database (GEO; htt://www.ncbi.nlm.nih.gov/geo/) [23] under accession number GSE129917.

### Microarray Data Analysis

Differential gene expression analyses were performed using the *limma* package in R. One-way ANOVA was applied to the RMA expression values in order to determine whether genes were differentially expressed between three groups. Multiple-testing correction was applied to the p-values of the F-statistics to adjust the false discovery rate [24]. Expression level differences with p-values (FDR-corrected) of <0.05 and fold changes of  >2 were considered significant. Morpheus (https://software.broadinstitute.org/morpheus) was used for the heatmap visualization of gene expression level differences. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) [25,26] web-based tool was used for the biological interpretation of differentially expressed genes. The identified genes were classified based on Gene Ontology Resource [27] annotations and associated pathways were determined using the Kyoto Encyclopedia of Genes and Genomes (KEGG) [28].

### Protein Isolation and Western Blotting

Western blotting was performed to detect *LEF1* and *DHRS2* protein expression in the cells. All protein samples were prepared from a pool of siRNA-treated culture cells (three wells), which were homogenized and treated with a RIPA lysis buffer system (Santa Cruz Biotechnology, Santa Cruz, CA, USA) on ice. β-Actin was used as an internal control. The protein concentrations were quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). A total of 15 µg of proteins were separated in 4%-12% Bis-Tris gels (Nupage Novex, Life Technologies, Bleiswijk, the Netherlands) and then transferred onto a nitrocellulose membrane using i-Blot Gel transfer stacks (Novex, Life Technologies). After incubation with blocking buffer (5% BSA) for 1 h at room temperature, western blotting was performed using primary antibodies against *p53* (dilution, 1:100, DO-1 sc126, Santa Cruz), *LEF1* (dilution, 1:250, sc8592, Santa Cruz), *DHRS2* (dilution, 1:200, abcam, ab83254), and β*-actin* (1:1000, I-19R sc1616K, Santa Cruz) by overnight incubation at 4 °C. After a washing step, the HRP-conjugated secondary goat anti-mouse antibody for *p53* (1:3,000, ab97023, abcam), rabbit anti-goat ab for *LEF1* (1:2,000 abcam, ab6741), goat anti-rabbit for β*-actin*, and *DHRS2 *(1:5,000, Abbkine A21020-1, Abbkine Scientific, Redlands, CA, USA) were added and incubated for 1 h at room temperature. Bands were visualized by the WesternBright Sirius system (Advansista, Menlo Park, CA, USA) and analyzed using an imaging system (Wealtec Keta, Wealtec Bioscience Co., Ltd., New Taipei City, Taiwan). For protein quantification, densitometric analyses were done using Image J software (http://rsbweb.nih.gov/ij/index.html).

### Statistical Analysis

SPSS 17.0 (SPSS Inc., Chicago, IL, USA) was used for data analyses. For both *LEF1* and *DHRS2*, mRNA expression level differences between study groups were assessed by Student’s t-test. Values of p<0.05 were considered statistically significant.

## Results

In order to assess the efficiency of *LEF1* suppression after the transfection of Jurkat cells with *LEF1 *siRNA, we determined the mRNA levels of *LEF1* by real-time polymerase chain reaction (qRT-PCR). Twenty-four hours after transfection, we observed an approximately 74.7% reduction in *LEF1* siRNA-transfected (si*LEF1*) cells compared to non-targeting siRNA-transfected (siNT) cells (Figure 1).

We measured and compared gene expression levels between si*LEF1*, siNT, and non-transfected (NTC) Jurkat cells by microarray analysis, which revealed differentially expressed genes (DEGs), potential targets of *LEF1*. 

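RNA of Jurkat cells, a human T-cell leukemia line, was measured on arrays 24 h after transfection with 100 nM of siRNA. The siLEF1 group and the siNT group had 2 arrays each, which the sample labels call biological replicates. NTC cells were not analysed here. The HG-U133 Plus 2.0 array reads each transcript with probe sets, groups of short probes that mostly lie near the 3' end of a transcript. The authors extracted the signals and normalized them by RMA, and the deposited values are on the log2 scale. After 62 control probe sets were left out, 54613 probe sets were tested with limma as siLEF1 minus siNT, with Benjamini-Hochberg adjustment and no filter on dim signals. A probe set was called lower or higher at an adjusted p under 0.05 and a fold change over 2, the thresholds that the paper states. A total of 41091 probe sets had 1 gene symbol, 1801 had several and 11721 had none, and genes are named here only from those with 1. In 33 gene lists written before the data were examined, the probe set with the highest mean signal stood for its gene, and members were counted as passing at an adjusted p under 0.05. Each list was also compared with all other genes by camera, which assumes a correlation of 0.01 between the genes of a list. By this test 12 lists passed, and with the correlation estimated from the arrays 0 of the 33 did, with a smallest adjusted p of 0.623, so the camera values below rest on the assumed correlation.

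The median signal of the 4 arrays lay between 4.84 and 4.85. Across probe sets, which are not independent replicates, Pearson's r was 0.995 between the siLEF1 arrays and 0.990 between the siNT arrays. Between siNT replicate 2 and the siLEF1 arrays it was 0.979 and 0.980, and between siNT replicate 1 and the siLEF1 arrays 0.988 and 0.991. The median absolute difference between replicates was 0.147 in siLEF1 cells and 0.206 in siNT cells on the log2 scale. The number of arrays limits the precision of every value. When each array was centred on the median signal of housekeeping genes instead, every log2 fold change moved by -0.24 and the median of all probe sets went from 0.04 to -0.20. Values between 0 and 0.24 are below 0 with that centring, which did not level the housekeeping genes, since it moved their own median log2 fold change from 0.02 to -0.22.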

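LEF1, the target of the siRNA, was read by 3 probe sets. The brightest had log2 signals of 11.24 and 11.56 in siLEF1 cells and of 12.30 and 11.92 in siNT cells. Its log2 fold change was -0.71 (standard error 0.20, adjusted p = 0.191 from limma, n = 2 arrays per group), which did not pass. The LEF1 probe set of middle brightness had a log2 fold change of -0.93 (adjusted p = 0.141 from limma), with both siLEF1 arrays under both siNT arrays. The dimmest had a log2 fold change of -0.19 (adjusted p = 0.673 from limma).

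In all, 100 probe sets were lower in siLEF1 cells and 13 were higher. The lower ones held 73 genes and 17 probe sets with no symbol or several, and the higher ones held 13 genes. At an unadjusted p under 0.05 there were 8538 probe sets, of which 1252 were over 2-fold lower and 260 over 2-fold higher. The siLEF1 and siNT arrays did not overlap in 26544 probe sets, 48.6% of those tested, where chance gives 33.3%. The counts rest on all 4 arrays: without siNT replicate 2, siLEF1 replicate 1 or siLEF1 replicate 2, limma called 0 probe sets, with 6232, 3688 and 4623 at an unadjusted p under 0.05. Without siNT replicate 1 it called 1287 lower and 595 higher, among them 99 of the 100 lower and all 13 higher probe sets, under the assumption that the lone array varies like the other group.

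Besides DHRS2, the lower genes with the smallest p included SCG2 and CHGB, which encode granins of secretory vesicles. SCG2 had a log2 fold change of -3.27 (standard error 0.15, adjusted p = 0.0103 from limma) and CHGB one of -2.14 (standard error 0.15, adjusted p = 0.0225 from limma). NRIP1, a corepressor of nuclear receptors, had a log2 fold change of -2.80, and TMEM200A, a membrane protein gene, one of -2.28. The repressor gene ZEB2 had one of -2.92 in 1 of its 5 probe sets, while the other 4 did not pass. TPTE2P6, a pseudogene, had a log2 fold change of -4.07, and both probe sets of the noncoding RNA SNHG33 were lower, by -2.02 and -1.96. In LETM2, POLB, CEP192P1 and TRPC1 the probe set that passed was not the brightest of the gene. Their passing probe sets had log2 fold changes of -2.56 to -1.97, and the brightest ones had -1.61, -0.51, -0.66 and -1.30, none of which passed. In TMEM200A, ZEB2, TPTE2P6 and TRPC1 both siLEF1 signals of the passing probe set lay under the lower quartile of the array, and in LETM2, NRIP1, POLB and CEP192P1 under its median, as did both siNT signals of the higher genes C9, CCDC26, CD1E and CMA1, so the size of these fold changes is uncertain. Among the higher genes, C9, which encodes a complement component, had the smallest p, with a log2 fold change of 3.33 (standard error 0.17, adjusted p = 0.0137 from limma). GPR17, a receptor gene, had a log2 fold change of 2.49, the chemokine gene CCL1 one of 2.46 and the noncoding RNA CCDC26 one of 2.31. ALDH1A2, whose enzyme makes retinoic acid, had one of 2.06, and LINC01120 one of 1.94. For the receptor gene FGFR3, the lipid antigen presenter CD1E and the acetylcholine receptor subunit CHRNA3, the log2 fold changes were 1.59, 1.58 and 1.42. Those of CMA1 and GZMH, which encode proteases, were 1.53 and 1.48, and that of CHI3L2, a chitinase-like gene, was 1.34. In each of the 12 higher genes the passing probe set was the brightest, and no other probe set of these genes passed. With the arrays centred on the median signal of housekeeping genes, the calls were 1281 lower and 22 higher, so that the number of lower probe sets depends strongly on the scaling, and all 100 and 13 were among them.

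**Figure D1:**
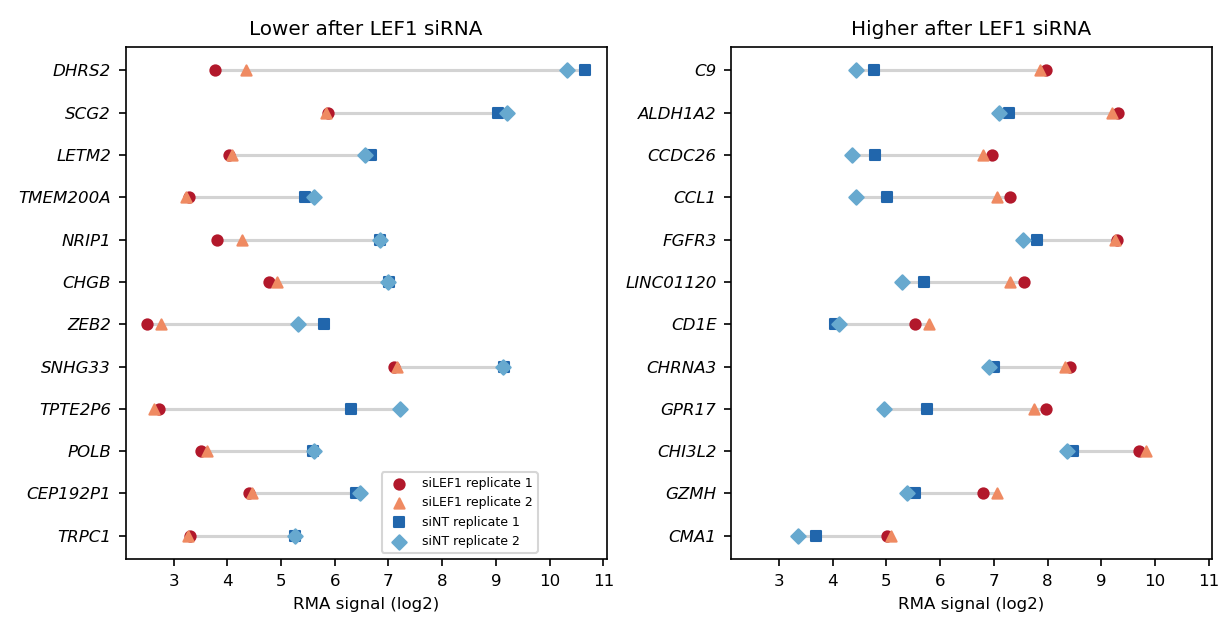
RMA signal on the log2 scale (horizontal axis) of the 12 lower and the 12 higher genes with the smallest p, in each of the 4 arrays, where circles and triangles are the siLEF1 replicates and squares and diamonds the siNT replicates. In each of these genes both siLEF1 arrays lie on the same side of both siNT arrays.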

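DHRS2 encodes a short-chain dehydrogenase/reductase, and its 2 probe sets ranked 1 and 3 by p among the lower probe sets. They are called dimmer and brighter by their mean signal over all arrays, although in siNT cells the dimmer one had the higher signal. The log2 fold change of the dimmer probe set was -6.43 (standard error 0.24, adjusted p = 0.00516 from limma, n = 2 arrays per group). That of the brighter probe set was -3.40 (standard error 0.18, adjusted p = 0.0137 from limma). Without siNT replicate 2 the brighter probe set had a log2 fold change of -3.56 (adjusted p = 0.0839 from limma), and without siLEF1 replicate 1 or 2 one of -3.53 or -3.27 (0.684 or 0.498), so that the call was lost while the fold change stayed close to that of all arrays. In these 3 fits no probe set of the array was called. Without siNT replicate 1 the fold change was -3.24 (adjusted p = 0.0313 from limma).

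Among histone genes, HIST1H2AC (now named H2AC6) had a log2 fold change of -4.19 (standard error 0.45, adjusted p = 0.0454 from limma). Its signals were 6.57 and 6.50 in siLEF1 cells and 9.98 and 11.47 in siNT cells, so that the siNT replicates differed more than the siLEF1 replicates. HIST1H2BO (H2BC17) had a log2 fold change of -3.84 (standard error 0.33, adjusted p = 0.0288 from limma), and the linker histone HIST1H1C (H1-2) one of -3.45 (standard error 0.26, adjusted p = 0.0225 from limma). HIST1H4H (H4C8) was lower in both of its own probe sets, with log2 fold changes of -4.68 and -3.48. Its siLEF1 signals, 3.43 and 3.30 in the former and 4.24 and 4.03 in the latter, lay under the medians of their arrays, 4.84 and 4.85. The size of both changes is therefore uncertain. HIST1H2BK (H2BC12) had a log2 fold change of -4.08 (standard error 0.54, adjusted p = 0.0604 from limma) and did not pass. Among the probe sets annotated to more than 1 histone gene, a pair of H2A probe sets passed with log2 fold changes of -3.94 and -3.76, while the third with the same annotation, which is dimmer, had one of -1.58 (adjusted p = 0.192 from limma) and did not pass. Another probe set shared by histone genes had a log2 fold change of -3.53 (adjusted p = 0.0958 from limma) and did not pass. Of those shared by 10 H3 genes, 1 passed at -2.86 and 1 did not at 0.16 (adjusted p = 0.769 from limma), and those shared by 14 H4 genes ran from -2.35, which passed, to -0.38, which did not (adjusted p = 0.423 from limma). The siLEF1 signals of these passing H3 and H4 probe sets also lay under the medians of their arrays. Of the 10 lower probe sets with the smallest p, 2 were those of DHRS2 and 0 were of histone genes. Of the 10 with the most negative log2 fold change, whether or not they passed, 7 were of histone genes and 1 was of DHRS2. Of these 7, 2 did not pass, and the siLEF1 signals of HIST1H2BO, 2.76 and 3.19, lay under the lower quartiles of their arrays, 3.34 and 3.30, where the size of a fold change is uncertain.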

The most significant 10 DEGs included histone genes and *DHRS2* (Figure 2). 

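Replication-dependent histone genes are transcribed mainly in S phase and supply the nucleosomes of newly made DNA. Of 70 such genes listed, the array gave 45 entries, counting probe sets shared only by genes of the list as entries of their own. Their median log2 fold change was -1.11, and the values ran from -4.19 to 0.09. At an adjusted p under 0.05 from limma 8 entries were lower and 0 were higher, and 29 were lower when adjusted over the list alone. Relative to all other genes the list was lower (camera adjusted p = 7.5e-19), a comparison that does not account for RNA quality, in which the groups differed (5' minus 3' signal of ACTB -1.08 and -1.55 in siLEF1 cells and -1.80 and -1.95 in siNT cells). Among genes with a probe set of their own, 7 of 43 histone genes were lower (16.3%), against 66 of 19732 other genes (0.334%). This is an odds ratio of 57.8 (95% confidence interval 21.0 to 138, 2-sided Fisher's exact test p = 2.0e-10), in which genes are taken as independent. Neither this test nor camera gives independent evidence here. The paper had reported histone genes lower on the same samples, and the list holds 9 of the 10 genes of Figure 2. H4C11, a histone H4 gene outside those shown by the paper, had a log2 fold change of -2.10 (standard error 0.17, adjusted p = 0.0243 from limma).

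The siNT replicates themselves differed in these genes, since 41 of the 45 entries (91.1%) had a higher signal in siNT replicate 2 than in replicate 1, with a median difference of 0.69. Against siNT replicate 1 alone, the median log2 fold change of the list was -0.74 and 40 entries were lower in value. In that fit 0 entries passed over all probe sets, and 24 were lower when adjusted over the list alone.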

The GO enrichment analysis of the significantly downregulated genes in si*LEF1* cells showed the distribution of the most abundant categories (Table 1). 

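Genes of mitogen-activated protein kinase signaling and of the immediate early response were lower as a list, with a median log2 fold change of -0.59 over 29 genes (camera adjusted p = 2.0e-06). DUSP6, a phosphatase that ERK signaling induces, was 2.83-fold lower and passed (adjusted p = 0.0454 from limma), and 0 genes were higher. When adjusted over the list alone, 6 genes were lower and 1 was higher. Log2 fold changes of PHLDA1, ETV5 and JUND, which did not pass, were -2.50, -1.83 and -1.39. This list also differed between the siNT replicates, by a median of 0.79, and its median without siNT replicate 2 was -0.25. Over 28 genes of PI3K-Akt signaling the median was 0.00 and the mean -0.03, and 0 genes passed in either direction, over all probe sets or adjusted over the list alone (camera adjusted p = 0.978). In that list PIK3R3, a regulatory subunit of the kinase, had a log2 fold change of 0.63, CCNG2 one of -0.73 and the receptor gene IGF1R one of 0.95.

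Of the metabolic lists, cholesterol synthesis stood apart from other genes, with a median log2 fold change of 0.37 over 19 genes (camera adjusted p = 1.2e-05). No member passed over all probe sets, while 9 were higher and 1 was lower when adjusted over the list alone. INSIG1 and LSS, with log2 fold changes of 1.18 and 1.14, came closest (both with adjusted p = 0.0562 from limma). In glycolysis and hypoxia genes the median of 30 genes was 0.23 and their mean -0.03, and 0 passed (camera adjusted p = 0.325). Adjusted over the list alone, 3 of these were lower and 1 was higher, among them the glucose transporter gene SLC2A3 at -1.20 and PFKM at -0.91. Oxidative phosphorylation genes had a median log2 fold change of 0.02 over 23 genes, and 0 passed over all probe sets or over the list alone (camera adjusted p = 0.898).

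The median over 21 transcription factors of T-cell acute lymphoblastic leukemia was 0.11, and 0 passed over all probe sets (camera adjusted p = 0.161). Adjusted over the list alone, 3 were lower and 5 were higher. This list differed between the siNT replicates by a median of -0.43, and its median log2 fold change was 0.13 without siNT replicate 2. MEF2C had a log2 fold change of -2.28, LMO1 one of 1.77 and BCL11B one of 1.11. Apoptosis genes had a median of -0.18 over 29 genes, with 0 passing over all probe sets or over the list alone (camera adjusted p = 0.0682). The largest value by size among them was that of HRK, a proapoptotic gene, at -1.15, while BID had 0.59 and BIRC2 -0.44.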

After GO enrichment analysis, we searched for the associated pathways for the DEGs using the KEGG and found that metabolic pathways, pathways in cancer, viral carcinogenesis, transcriptional dysregulation in cancer, mitogen-activated protein kinase signaling, and the *PI3K-Akt* pathway were among the aberrantly expressed signaling pathways in *LEF1*-downregulated cells (Table 2).

We verified our microarray results by comparison of *DHRS2* gene expressions among si*LEF1*, siNT, and NTC cells by qRT-PCR. Twenty-four hours after transfection, compared to siNT cells, an 84% decrease was observed in mRNA levels of *DHRS2* in si*LEF1* cells (Figure 3).

Protein level verification of microarray and qRT-PCR results was conducted by western blotting. Protein levels of *LEF1* and *DHRS2 *were determined to investigate the *LEF1* and *DHRS2* genes’ downregulation in si*LEF1* cells compared to siNT and NTC cells. *LEF1* protein levels were almost undetectable 24 h after transfection (Figure 4) and were reduced by 1.8-fold 48 h after transfection in si*LEF1 *cells compared to siNT cells (Figure 4). The protein level of DHRS2 was 2.1-fold reduced in si*LEF1* cells compared to siNT cells 24 h after transfection and the suppression persisted 48 h after transfection (Figure 4). *LEF1* and *DHRS2* protein levels obtained by western blotting were quantified by normalizing the protein expression levels to β*-actin* expression (Figure 5).

## Discussion

Although there have been many studies on T-ALL, the underlying molecular mechanisms of this disease have yet to be revealed. In this study, we examined the potential role of the transcription factor *LEF1* in T-ALL by determining its target genes and regulation mechanisms. We have compared the gene expression levels of si*LEF1*, siNT, and NTC Jurkat cells by microarray analysis in order to identify DEGs, which are potential targets of *LEF1* (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129917). One of the most enriched pathways for downregulated genes was “Pathways in cancer-hsa05200,” which is consistent with the association of *LEF1* expression with a variety of cancers. 

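Known targets of LEF1 and Wnt signaling had a median log2 fold change of 0.00 and a mean of -0.07 over 30 genes (camera adjusted p = 0.843). None of them passed over all probe sets, and 1 was lower when adjusted over the list alone. That gene was JUN, with a log2 fold change of -2.28 (standard error 0.39, adjusted p = 0.0918 from limma). ID2 had a log2 fold change of -1.06 and SP5 one of 0.51. In LGR5, DKK1, MMP7, SOX9, APCDD1 and ASCL2 of this list both siNT signals lay under the medians of their arrays, where a fall can be missed. The median of the list therefore does not decide whether targets of LEF1 responded. Genes of the Wnt pathway itself, a list that includes LEF1, had a median of 0.11 over 25 genes, of which 12 were below 0 (camera adjusted p = 0.793). This median was -0.01 without siNT replicate 2. In this list 0 passed over all probe sets or over the list alone. Besides LEF1, the values with the smallest p were 0.54 for DVL1, 0.53 for TLE1, -0.50 for CSNK1A1 and -0.56 for CREBBP. In Notch targets the median was 0.11 over 21 genes, and 0 passed over all probe sets (camera adjusted p = 0.141). Adjusted over the list alone 4 were higher, namely MYC, NOTCH1, IGF1R and HES4, the last with a log2 fold change of 0.62, and 0 were lower. HES1, HEY1 and HEYL, which are direct Notch targets, had values of -0.87, -0.69 and -0.41, and the ligand gene DLL1 one of -0.97. None of them passed, and they lie outside the rule for naming genes. SHQ1, DTX1 and JAG1, also outside it, had values of 0.50, 0.33 and 0.32. Over the list 13 genes were above 0 and 8 below. The siNT signals of replicates 1 and 2 were 8.05 and 9.63 in DLL1, 9.21 and 10.31 in HES1, and 6.53 and 7.36 in HEY1. The values of these genes thus rest largely on siNT replicate 2. NOTCH1 had a log2 fold change of 0.85 in its brightest probe set (adjusted p = 0.165 from limma) and of -0.05 in its other one.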

The most significant 10 DEGs included *DHRS2* (HEP27) and histone genes (Figure 2). As *LEF1* is known to regulate cell cycle regulators and cellular proliferation genes, the accompanying downregulation of histone genes in *LEF1* knockdown cells reflects the relationship between *LEF1* and cellular proliferation. 

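Replacement histones, which are made throughout the cell cycle, had a median log2 fold change of 0.04 over 9 genes, and 0 passed over all probe sets (camera adjusted p = 0.568). Their mean was -0.19, on the side to which the test points, and 1 of them was lower when adjusted over the list alone. The values of H2AJ, H1-10 and MACROH2A2 were -1.08, -0.99 and -0.35. Genes of S phase, when the replication-dependent histones are made, had a median of 0.31 over 42 genes, of which 35 were above 0 (camera adjusted p = 5.7e-05). GINS2, CCNE2 and MCM7 had log2 fold changes of 0.63, 0.54 and 0.52, and 0 genes passed over all probe sets or over the list alone. Between the siNT replicates the list differed by a median of -0.44, and without siNT replicate 2 its median log2 fold change was 0.13. Genes of the G2 and M phases had a median of 0.19 over 54 genes, and one of 0.08 without siNT replicate 2 (camera adjusted p = 2.8e-03 with all arrays). The median is below 0 with the arrays centred on the median signal of housekeeping genes. None of these genes passed either, and CENPF and TACC3 had values of 0.64 and 0.56. The median over 27 cyclins, kinases, their inhibitors and E2F factors was 0.26, and 0 passed over all probe sets or over the list alone (camera adjusted p = 0.0662). It was 0.05 without siNT replicate 2, which differed from siNT replicate 1 by a median of -0.41. MYBL2 had a log2 fold change of 0.86, and the inhibitor genes CDKN1B and CDKN2D had values of -0.86 and -0.53.

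**Figure D2:**
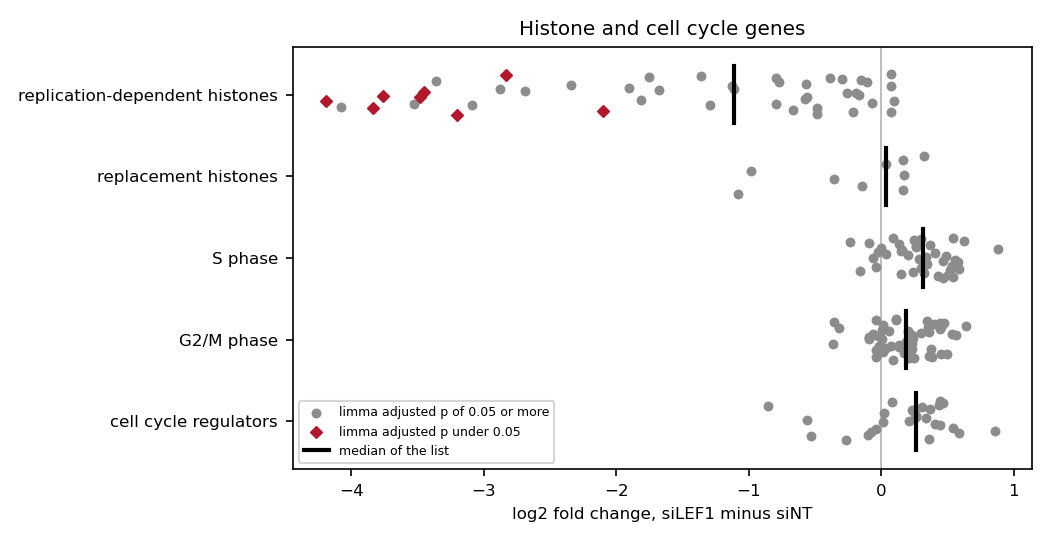
Log2 fold change, siLEF1 minus siNT (horizontal axis), of each gene in the 5 lists of histone and cell cycle genes, where red diamonds are genes with a limma adjusted p under 0.05 and bars are medians. Passing genes appear only in the list of replication-dependent histones, whose 8 diamonds lie below 0, while the medians of the other 4 lists lie at or above 0, those of replacement histones and of the G2 and M phases below 0 with arrays centred on the median signal of housekeeping genes.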

We further focused on *DHRS2*, which is a member of the short-chain dehydrogenase/reductase enzyme family that has activity toward steroids, retinoids, prostaglandins, and xenobiotics [29,30]. Thus, to verify our microarray results, we analyzed the expression levels of *LEF1* and *DHRS2* in si*LEF1*, siNT, and NTC cells using qRT-PCR. Additionally, protein levels of these two genes were evaluated by western blotting. Both RNA and protein level analyses confirmed our microarray results. We also searched the GEO database and found that the *DHRS2* gene is upregulated in colon cancer cells treated with the adenoviral *LEF1* expression vector (GEO accession number: GSE3229), which is consistent with our results.

*DHRS2* is suggested to be a tumor suppressor gene in different tumor types, including nasopharyngeal carcinoma [31,32], gastrointestinal stromal tumors [33,34], metastatic lung adenocarcinomas [35], esophageal squamous cell carcinoma [30], and renal cancer [36]. Previous reports showed that the *DHRS2* enzyme interacts with *MDM2*, a protein responsible for the negative regulation of the *p53* tumor suppressor gene [37,38,39]. Similarly, it is also known that one of the alternatively spliced transcripts of *CDKN2 *(*ARF*) antagonizes *MDM2*-dependent p53 degradation [40]. Furthermore, *LEF1* inactivation has been associated with biallelic *INK4a/ARF* deletions in T-ALL [21]. Additionally, it has been reported that overexpression of β-catenin, a coactivator of *LEF1*, results in p53 accumulation through upregulation of *ARF* [41,42] and the N-terminal of *LEF1* (ΔNLef1), which acts as a tumor promoter by preventing accumulation of p53 in human and mouse sebaceous tumors, and *ARF* downregulation is likely to be responsible for this mechanism [43]. Thus, it may be possible that the activation of p53 accumulation by β-catenin and *LEF1* depends on not only *ARF* but also *DHRS2* upregulation. However, further functional studies are needed to investigate these relationships and understand the molecular mechanism.

*p53* mutations are known to be frequent in T-ALL [44,45]. In Jurkat cells, a heterozygous, stop-gained mutation in exon 6 of the *p53* gene (R196* or rs397516435) considered to be important in leukemogenesis or in the tumorigenic progression of leukemic T cells has been reported [46]. Thus, as Jurkat cells are *p53-*mutant, we could not detect p53 in western blotting analysis. Our findings imply that *DHRS2*-mediated p53 accumulation does not occur in* p53*-mutant Jurkat cells and overexpression of *LEF1 *may show oncogenic effects via overexpression of its downstream target, *MYC*, which is known to play a major role in T-ALL [6,47]. It has been reported that *LEF1* is overexpressed in 30% of adult T-ALL patients [16]. On the other hand, *LEF1* microdeletion was detected in 11% of adult T-ALL cases [21]. These contradictory observations might result from the altered *LEF1* effects due to cooperative tumorigenic genetic events. It is known that both oncogenes and tumor suppressor genes are targeted by *LEF1*, which suggests that cooperative genetic events in its downstream genes may determine the final outcome of *LEF1* action. 

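MYC had log2 signals of 11.42 and 11.15 in siLEF1 cells and of 10.61 and 10.20 in siNT cells. Its log2 fold change was 0.88 (standard error 0.20, adjusted p = 0.139 from limma, n = 2 arrays per group), so that both siLEF1 arrays were above both siNT arrays but the difference did not pass. Genes that MYC induces, most of them for ribosome biogenesis, had a median of 0.23 over 24 genes, of which 20 were above 0 (camera adjusted p = 1.1e-03). None of them passed over all probe sets or over the list alone, and SRM, UTP20 and NME1 had values of 0.69, 0.59 and 0.55.

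In targets of p53 the median log2 fold change was -0.14 over 23 genes (camera adjusted p = 0.0397). Over all probe sets 0 passed, and adjusted over the list alone 6 were lower and 0 were higher. GADD45A had a log2 fold change of -1.36, PLK3 one of -0.87, PMAIP1 one of -0.75 and TP53INP1 one of -0.71. The paper describes Jurkat cells as p53-mutant and could not detect p53, so these values cannot be read as p53 activity. Without siNT replicate 2 the median of this list was -0.04 and 0 genes were lower when adjusted over the list alone. Of 11 genes around MDM2, p53 and ARF, DHRS2 alone passed over all probe sets, and 2 were lower and 1 was higher when adjusted over the list alone. Their median was 0.21 and their mean -0.16, and the list was not apart from other genes (camera adjusted p = 0.843). That median fell to 0.05 without siNT replicate 2. MDM2 had a log2 fold change of 0.27 in its brightest probe set (adjusted p = 0.564 from limma) and CDKN2A one of 0.21 (adjusted p = 0.574 from limma). With the arrays centred on the median signal of housekeeping genes the value of CDKN2A is below 0. The CDKN2A signals were 5.08 and 5.06 in siLEF1 cells and 4.77 and 4.95 in siNT cells, close to the medians of the arrays. Its other probe sets were dimmer still, so these values do not decide whether CDKN2A changed. CTNNB1, which encodes beta-catenin, had a log2 fold change of -0.21 and CDKN1A one of -0.56, and neither passed.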

Our results suggest that *DHRS2* is one of the tumor suppressor targets of *LEF1* in the Jurkat human T-cell leukemia cell line. 

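DHRS2 signals at the dimmer of its probe sets were 3.77 and 4.36 in siLEF1 cells and 10.65 and 10.32 in siNT cells (log2). At the brighter one they were 5.74 and 5.47 in siLEF1 cells and 9.16 and 8.85 in siNT cells. These names go by the mean over all arrays, and in siNT cells the dimmer probe set had the higher signal. Ranked among all tested probe sets of the same array, the brighter one lay at percentiles 62.4 and 58.8 in siLEF1 cells and 88.8 and 86.7 in siNT cells. The dimmer one lay at percentiles 96.4 and 95.2 in siNT cells and at 32.2 and 42.1 in siLEF1 cells, below the median signal of the array. On the linear scale the signal of the brighter probe set was lower by 90.5% ± 1.22 (SD over the 2 siLEF1 arrays, each against the mean of the siNT arrays). The spread of the siNT arrays is not part of this SD. In both probe sets the difference between the groups was larger than the spread between replicates.

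Of 29 short-chain dehydrogenases on the array, DHRS2 was the one that passed, over all probe sets and over the list alone. The median log2 fold change of these genes was -0.08 (camera adjusted p = 0.172). HSD17B1 and CBR1 had log2 fold changes of -0.68 and -0.84 and did not pass. From its results, the paper proposes that DHRS2 is a tumor suppressor target of LEF1 in Jurkat cells.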

Based on these results, one may speculate that the inactivation of *LEF1* may be causing the prevention of the tumor suppressor effect of *DHRS2* in T cells and contributing to leukemogenesis.

## Conclusion

In this study, we demonstrate that *LEF1* positively regulates *DHRS2* gene expression in the Jurkat human T-cell leukemia cell line and thus provide new insight into the *LEF1-p53* link in T-cell leukemogenesis. Our findings suggest a tumor-suppressive role for *LEF1* by the regulation of the downstream *DHRS2*-*p53* signaling pathway, which explains the molecular mechanism behind the observation of *LEF1*-induced p53 accumulation. This study supports the growing evidence that *LEF1* plays a regulatory role in T-cell proliferation and differentiation and its dysregulation contributes to the development of T-ALL. The main limitations of our study are that it was performed by using only one cell line, was not validated in T-ALL patients, and requires further functional investigations to confirm the implications of its results, including the potential role of *DHRS2* in T-ALL and its interactions with *LEF1*.

## Figures and Tables

**Table 1:**
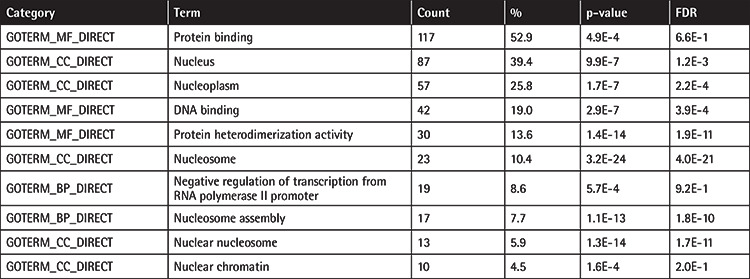
Top 10 most enriched GO terms for downregulated genes in *LEF1* knockdown cells.

**Table 2:**
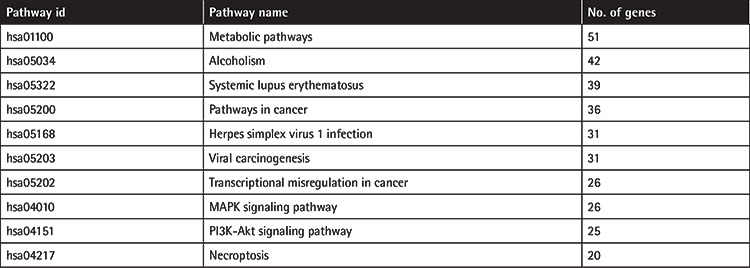
Top 10 KEGG pathways according to the number of associated DEGs.

**Figure 1:**
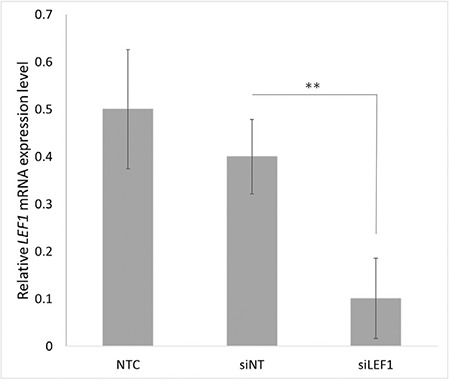
Expression of *LEF1* siRNA-transfected Jurkat cells by quantitative PCR. NTC: Non-transfected cells, siNT: non-targeting siRNA-transfected cells, si*LEF1*: *LEF1* siRNA-transfected cells. **: p=0.013.

**Figure 2:**
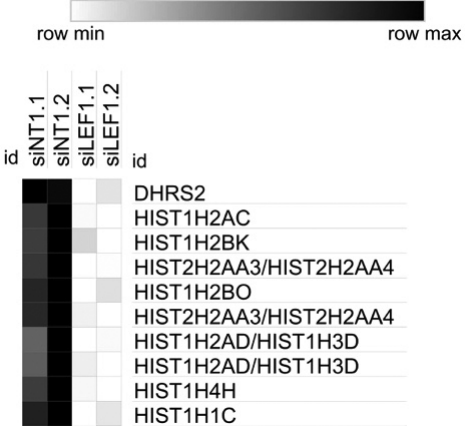
Heatmap of the most significant 10 DEGs. siNT: Non-targeting siRNA-transfected cells, si*LEF1*: *LEF1* siRNA-transfected cells.

**Figure 3:**
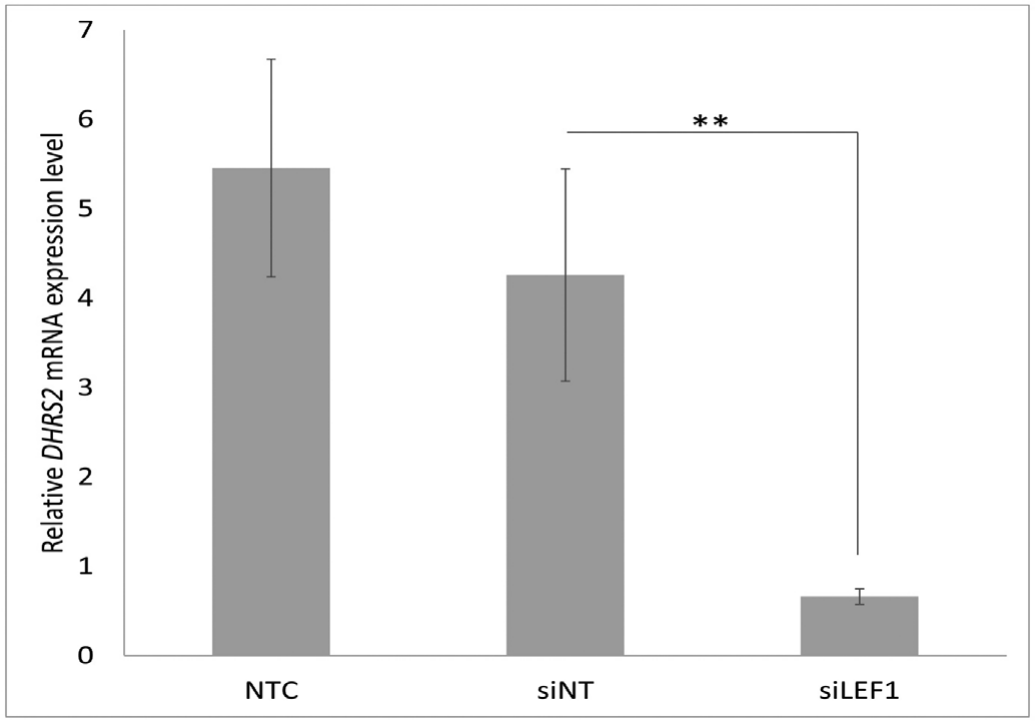
Expression of *DHRS2* siRNA-transfected Jurkat cells by quantitative polymerase chain reaction. NTC: Non-transfected cells, siNT: non-targeting siRNA-transfected cells, si*LEF1*: *LEF1* siRNA-transfected cells. **: p=0.001.

**Figure 4:**
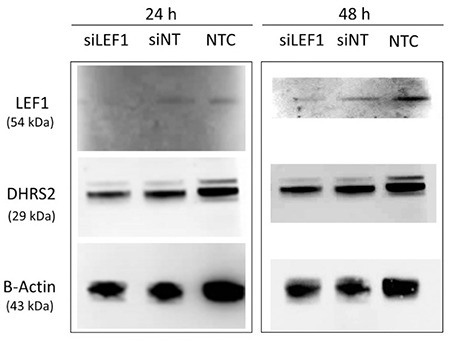
*LEF1* and *DHRS2* protein levels in si*LEF1*, siNT, and NTC cells 24 h and 48 h after transfection. NTC: Non-transfected cells, siNT: non-targeting siRNA-transfected cells, si*LEF1*: *LEF1* siRNA-transfected cells.

**Figure 5:**
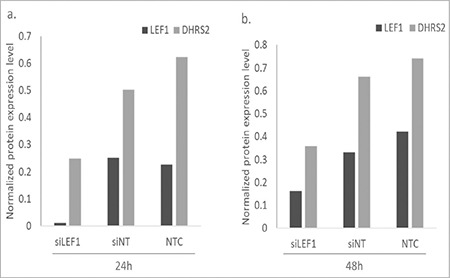
*LEF1* and *DHRS2* protein levels normalized by using β-actin protein expression level: a) 24 h after transfection, b) 48 h after transfection. NTC: Non-transfected cells, siNT: non-targeting siRNA-transfected cells, si*LEF1*: *LEF1* siRNA-transfected cells.

How the deposited data were processed for this re-analysis (not part of the article)

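Gene expression was measured on 4 Affymetrix HG-U133 Plus 2.0 arrays, 2 of Jurkat cells transfected with 100 nM LEF1 siRNA (siLEF1) and 2 of cells transfected with 100 nM non-targeting siRNA (siNT), each 24 h after transfection. Conditions were taken from the sample labels, which call the replicates biological and number them 1 and 2 in each group. The qRT-PCR and western blot experiments have no deposited array values, and NTC cells were not analysed here.

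The authors extracted the signals in Affymetrix Expression Console (version 1.1 in the submitters' notes) and normalized them by RMA, which corrects the background, equalizes the distributions of the arrays and combines the probes of a probe set. The deposited values are on the log2 scale, 1 per probe set and array. They hold all probe sets of the array with no filter, and it is not stated whether arrays of NTC cells were part of the same RMA run. No further normalization was applied, so RMA is the step already in the values, and raw probe signals were not used.

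From these values, the difference siLEF1 minus siNT was tested per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided). The 62 Affymetrix control probe sets were left out, and p-values of the remaining 54613 were adjusted by the Benjamini-Hochberg method. A probe set was called at an adjusted p under 0.05 and a fold change over 2, as in the paper's methods. The paper's methods name a one-way comparison of 3 groups, and here 2 groups were compared. The fit had 2 residual degrees of freedom, to which eBayes added 4.30 from the other probe sets. The paper's enrichment analyses with DAVID and KEGG were not repeated, since their gene sets were not at hand. In their place, 33 gene lists were written before the data were examined.

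Gene symbols came from the platform's annotation, updated by Entrez gene number: 45780 of 45873 numbers were found in the reference table. Of the tested probe sets, 41091 had 1 symbol, covering 19775 symbols, 1801 had several and 11721 had none. A probe set without a listed symbol is unnamed here and may still have a gene. In gene lists each gene was represented by its probe set with the highest mean signal. For histone genes, and for the genes of Figure 2, probe sets shared only by genes of the list were used as well, because many histone probe sets match more than 1 gene.

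The lists were replication-dependent histones, replacement histones, S phase, G2 and M phase, cell cycle regulators, Wnt and LEF1 targets, Wnt pathway components, Notch targets, T-cell leukemia transcription factors, markers of the T, B, myeloid and erythroid lineages and of epithelial and stromal cells, p53 targets, genes around MDM2, p53 and ARF, short-chain dehydrogenases, histone deacetylase inhibitor response, interferon response, integrated stress and unfolded protein response, heat shock, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, MYC targets, MAPK and immediate early genes, PI3K-Akt, apoptosis, metallothioneins, RNA interference machinery, housekeeping genes, the genes of Figure 2 and the genes that the paper names. For each list, members were counted at an adjusted p under 0.05 over all probe sets and adjusted over the list alone. Lists were compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over the 33 lists, and alternatively with an estimated correlation. Each list was also tested with fry, which asks whether its genes changed at all and not whether they differ from other genes. Histone genes among lower genes were counted against all other symbols by Fisher's exact test, 2-sided.

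Genes named in the text follow a rule set at the same time as the lists: the genes that the paper names in its text or Figure 2, which had been seen, the 12 genes per direction with the smallest p among those with a fold change over 2 and no overlap between the groups, and up to 4 members with the smallest p in each list described. All 12 genes in each direction passed the thresholds. Some Notch genes outside this rule are named as well, and the text says so there.

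Alternatives were a filter at a mean log2 signal of 6 (19383 probe sets), eBayes with an intensity trend and robust hyperparameters, an F test without moderation, the replicate number as a block, centring of each array on its median or on the median signal of housekeeping genes, removal of the 15499 probe sets whose IDs end in _x_at or _s_at, 1 probe set per gene, fold thresholds of 1.5 and none, and each array left out in turn. The model was tested on simulated data for 54613 probe sets in 2 against 2 arrays, in 10 simulations with 200 changed probe sets each and 10 with none. It called 0% of probe sets changed 1.5-fold, 2.4% of those changed 2-fold, 86.4% of those changed 4-fold and 96.8% of those changed 8-fold, so smaller changes mostly remain unseen at this number of arrays. These shares hold for the simulated spread between arrays. In the data H2BC12, 16.9-fold lower with an SD of 1.21 in siNT cells and 0.49 in siLEF1 cells, did not pass. In these simulations there were 5.8 unchanged probe sets at an adjusted p under 0.05 per simulation with changes and 0 in those without. Of 330 random lists, camera gave 1.82% an unadjusted p under 0.05, but the simulated genes were uncorrelated.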

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

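The tests on histone genes, DHRS2 and LEF1 in this part were chosen after their values had been seen, and those on the numbers of lower and higher probe sets before.

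Probe sets that were higher in siLEF1 cells lie outside the downregulated genes that the paper reports on. There were 13, and they are given here because their signal is above that of the siNT controls. The largest value among them was that of C9, which encodes a component of complement, with a log2 fold change of 3.33. Its signals were 7.98 and 7.87 in siLEF1 cells and 4.76 and 4.43 in siNT cells, the latter below the medians of their arrays, so that the size of the change is uncertain. Cholesterol synthesis is also not named in the paper. In that list 9 of 19 genes were higher when adjusted over the list alone, although 0 passed over all probe sets, and without siNT replicate 2 there were 10.

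More probe sets were over 2-fold lower than over 2-fold higher, 1279 against 263, a ratio of 4.86. An effect of siNT replicate 2 alone is argued against by the ratio with siNT replicate 1 as the only control, which was 10.9 (939 lower and 86 higher), compared with 1.71 for siNT replicate 2. Scaling between arrays stays open. The ratio of 28.1 with arrays centred on the median signal of housekeeping genes does not count. That step moved the median log2 fold change of these genes from 0.02 to -0.22. With log2 fold changes levelled at the median of housekeeping genes the ratio was 5.63, and at their upper quartile 13.5, so that lower probe sets still prevailed. At their lower quartile it was 0.77, which follows from moving every probe set alike by that much and does not decide about scaling. The numbers of lower and higher probe sets would be equal if every log2 fold change were too low by 0.23. This shift lies within the spread of single housekeeping genes (interquartile range -0.26 to 0.14). That spread is not the uncertainty of their median, which was not estimated, so scaling is neither shown nor excluded. Lower RNA integrity in siNT cells also stays open, because the 5' minus 3' signal was -1.08 and -1.55 (ACTB) and -0.34 and -0.32 (GAPDH) in siLEF1 cells but -1.80 and -1.95 and -0.39 and -0.65 in siNT cells, and the median difference of 0.10 (interquartile range -0.09 to 0.31) in the lower probe sets between the siLEF1 arrays, which differ in ACTB but not in GAPDH, does not decide it. An effect of lower LEF1 stays open too and, since each group received 1 pool of siRNA, an effect of the pool on other transcripts, and neither of these was tested.

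Replication-dependent histone genes were lower as a list, by a median log2 fold change of -1.11. Fewer cells in S phase are argued against by the S phase list, whose median was 0.31, or 0.13 without siNT replicate 2 (siNT replicates differed by -0.44), and whose lowest member was at -0.24. Cross-hybridisation between histone probe sets stays open: the 44 whose IDs end in neither _x_at nor _s_at had a median of -0.58, but 7 of these are annotated to several genes, and the other 37 had a median of -0.56 with an interquartile range of -1.36 to -0.17, too wide to decide. A state of the cultures that also differs between the 2 siNT replicates is a candidate explanation for part of the change, because the list differed by a median of 0.69 between them, with 91.1% of its entries higher in siNT replicate 2, but it is argued against for DHRS2, whose probe sets differed by a mean of -0.32 in the same comparison, the opposite direction. RNA quality, which differed between the groups and was not tested for histone genes, and an effect of lower LEF1 on them stay open, as neither can be separated from culture differences with 2 arrays per group, although against siNT replicate 1 alone the median was still -0.74.

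The LEF1 signal was lower on the arrays by less than in the paper's qRT-PCR. Saturation of the brightest LEF1 probe set is argued against by the LEF1 probe set of middle brightness, whose log2 fold change of -0.93 (standard error 0.21) is likewise smaller than the qRT-PCR change. Whether the probes and the primers read different LEF1 transcripts was not tested.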

How the results depend on the processing

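Lower and higher counts of probe sets were 100 and 13, and stayed within 1.5 times of these with fold thresholds of 1.5 or none, arrays centred on the median, and without _x_at and _s_at probe sets. With trend and robust eBayes 130 were lower and 20 higher. A filter at a mean log2 signal of 6 left 4 lower and 1 higher, 1 probe set per gene gave 171 and 29, and centring on housekeeping genes gave 1281 and 22, of which 98.3% were lower compared with 88.5% in the deposited scaling. An F test without moderation called 0 in either direction, with 4393 probe sets at an unadjusted p under 0.05. The replicate number as a block gave 977 lower and 120 higher, including all 100 and 13, but the labels share only a number, and deviations of same-numbered arrays had a correlation of -0.155 across probe sets. A crossed block, chosen after seeing the data, gave 763 and 159. Leaving out each array gave 0 to 1287 lower and 0 to 595 higher. The 8 lower histone entries became 0 with the filter and 0 with the F test, 20 with the replicate block, 23 with housekeeping centring, 4 without _x_at and _s_at probe sets, and 0 to 22 with an array left out. DHRS2 ranked 136 by p with the F test, 2 with 1 probe set per gene, and 1 to 23 with an array left out, and 1 under the other alternatives. Its log2 fold change of -3.40 passed under the other settings but not with the F test, where the value of -3.40 had an adjusted p of 0.598, and with an array left out it ran from -3.56 to -3.24 and passed only without siNT replicate 1. LEF1 did not pass under any setting, with log2 fold changes of -0.95 to -0.71, or -0.90 to -0.52 with an array left out. Without _x_at and _s_at probe sets, the brightest DHRS2 and LEF1 probe sets have no value. Of the gene lists 12 passed by camera, 0 with an estimated correlation, 0 with fry, 13 with the replicate block (cell cycle regulators added) and 10 with the filter (erythroid markers and p53 targets lost). With fry in either direction 11 passed, of which only 5 had passed by camera. Replication-dependent histones, S phase, G2 and M phase, erythroid markers, p53 targets, MYC targets and MAPK genes passed by camera but not by fry. Because fry tests a list against no change, its counts neither back nor remove a difference from other genes. The histone odds ratio was 187 over genes with a mean signal of at least 6, counting calls made without the filter, whereas the filter's own fit calls 0 histone entries. Of 207 named probe sets, 37 gained a call with the block, 37 with housekeeping centring and 40 without siNT replicate 1. In the same 207, 38 lost their call with the F test, and calls were also lost without each of the other arrays. No call reversed, but the sign of the log2 fold change turned in 25 with housekeeping centring. It turned in 3 to 5 with an array left out. Apart from the alternatives with fewer arrays, the cause was not tested. Signals near background limit the dim probe sets.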

Differences from the paper's values

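For LEF1 mRNA, the paper's value by qRT-PCR is a decrease of 74.7%, whereas the brightest LEF1 probe set was lower by 38.9%. The SD was 9.63 over the siLEF1 arrays, each against the mean of the siNT arrays. Under all alternatives that gave a value the decrease stayed different from the paper's, from 30.2% without siNT replicate 1 to 48.2% with the arrays centred on housekeeping genes. For DHRS2 mRNA, the paper's value is a decrease of 84%, and the arrays gave 90.5% in the brighter probe set and 98.8% in the dimmer. The level that remains is 16% in the paper and 9.48% in the brighter probe set, or 8.03% to 10.6% over the alternatives. In the dimmer it is 1.16%, which is uncertain because the siLEF1 signals there, 3.77 and 4.36, lie below the median of the array.

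The number of genes lower after LEF1 siRNA is about 220 in Table 1, worked out by eye from its counts and percentages, whereas 73 genes were lower here at the thresholds that the paper states, a lower limit, since 17 of the lower probe sets had no symbol or several and were not counted. The paper's test compared 3 groups, including NTC cells, and this one 2. Of the alternatives set before the data were examined, 1 probe set per gene gave 171 genes and no longer differs by more than 1.5 times. All the others still differ, with 3 genes at a mean log2 signal of at least 6, 88 with trend and robust eBayes, 0 with the F test without moderation (4393 probe sets at an unadjusted p under 0.05), 665 with the replicate block and 901 with housekeeping centring. The count stayed at 73 with the other fold thresholds, with arrays centred on the median and without _x_at and _s_at probe sets, and lay between 0 and 899 with an array left out.

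Nucleosome genes among the lower genes number about 23 in Table 1, read by eye, whereas 7 replication-dependent histone genes were lower here. The 7 have a probe set of their own and are a lower limit: counting each gene of the lower probe sets that several histone genes share gives 36, above the paper's value, and the paper does not state how it counted such probe sets. The list used here is not the GO term of the paper. The count of genes with their own probe set falls within 1.5 times of the paper's with the replicate block (18), with the arrays centred on housekeeping genes (20) and without siNT replicate 1 (20). It does not with the filter or the F test (0 each), trend and robust eBayes (8), 1 probe set per gene (12), without _x_at and _s_at probe sets (5) or without each of the other arrays (0 each), and it stays at 7 with arrays centred on the median and with the other fold thresholds.

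The paper states that histone genes and DHRS2 were among its 10 most significant genes. Of the 8 entries measured for the genes of Figure 2, 6 passed over all probe sets and 8 were lower when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. DHRS2 has the smallest p here too. By p, however, 0 of the first 10 lower probe sets are of histone genes, and the other 8 besides those of DHRS2 are of SCG2, LETM2, TMEM200A, NRIP1, CHGB, ZEB2, SNHG33 and TPTE2P6, while by fold change, whether or not they passed and including signals near background, 8 of the first 10 are of Figure 2 genes. HIST1H2BK (H2BC12), which the paper shows in Figure 2, did not pass here (adjusted p = 0.0604 from limma). H2BC12 passed with trend and robust eBayes (0.0473), the replicate block (0.00555), housekeeping centring (0.0287), 1 probe set per gene (0.0406) and without siNT replicate 1 (0.0373). A probe set annotated to more than 1 Figure 2 histone gene did not pass (adjusted p = 0.0958), but passed with the replicate block (0.00875), housekeeping centring (0.0394) and without siNT replicate 1 (0.0313), each adjusted p from limma. Another such probe set had an adjusted p of 0.102 and passed with the replicate block (0.00670), housekeeping centring (0.0420) and without siNT replicate 1 (0.0313), each from limma.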

Other observations

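The test of a histone deacetylase inhibitor-type response in this part was chosen after the values of DHRS2 and histone genes had been seen.

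Markers of the T lineage had a median log2 fold change of 0.16 over 32 genes (camera adjusted p = 0.0157), below 0 with the arrays centred on the median signal of housekeeping genes, and a median of -0.03 without siNT replicate 2. CD1E passed over all probe sets, and 6 genes were higher when adjusted over the list alone. The neighbouring antigen presenters CD1A and CD1B had log2 fold changes of 1.26 and 1.21, and DNTT, an enzyme of immature T cells, had one of 1.76, none of which passed over all probe sets. Erythroid markers had a median of -0.49 over 9 genes (camera adjusted p = 7.7e-04), and one of -0.70 without siNT replicate 2. Of these HBZ passed with a log2 fold change of -1.48 (adjusted p = 0.0477 from limma), 3 were lower when adjusted over the list alone, and KLF1 and HBE1 had values of -1.46 and -1.15.

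Genes of the integrated stress and unfolded protein response had a median log2 fold change of -0.43 over 31 genes (camera adjusted p = 5.7e-05). TRIB3 passed with a log2 fold change of -1.35 (adjusted p = 0.0454 from limma), and 16 genes were lower and 3 higher when adjusted over the list alone. DDIT3, PPP1R15A and DNAJB9 had values of -2.57, -2.23 and -1.57 and did not pass. Without siNT replicate 2 the median was -0.37, with 8 genes lower and 0 higher when adjusted over the list alone.

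Interferon response genes had a median log2 fold change of 0.06 over 32 genes and a mean of -0.08 (camera adjusted p = 0.875). None passed over all probe sets, and 4 were lower and 2 higher when adjusted over the list alone, with IFIT3 at -1.94 and OAS2 at 1.02. The median of this list turned to -0.04 without siNT replicate 2. Heat shock genes had a median of 0.14 over 11 genes (camera adjusted p = 0.399), metallothioneins one of 0.18 over 10 genes (0.493) and genes of the RNA interference machinery one of 0.16 over 13 genes (0.394). Markers of B cells had a median of 0.05 over 13 genes (camera adjusted p = 0.503), of myeloid cells one of -0.03 over 14 (0.850), and of epithelial and stromal cells one of 0.04 over 16 (0.985). The median of 20 housekeeping genes was 0.02 and their mean -0.03 (camera adjusted p = 0.843). In the last 7 of these lists 0 genes passed over all probe sets and 0 when adjusted over the list alone.

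Over 12 genes that the paper names, the median log2 fold change was 0.17 and the mean -0.08 (camera adjusted p = 0.672). DHRS2 was the one that passed over all probe sets, and 2 were lower and 2 higher when adjusted over the list alone. MYB and AKT1 had log2 fold changes of 0.59 and 0.58, TBP -0.30, FBXW7 0.14 and ACTB 0.09, and none of these passed. Those of FBXW7 and ACTB are below 0 with the arrays centred on the median signal of housekeeping genes. The genes of Figure 2 had a median of -3.65 over 8 entries (camera adjusted p = 4.4e-13), which the study chose on these samples.

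DHRS2, histone genes and other genes were lower together, and because histone deacetylase inhibitors induce DHRS2 and some histone genes, a lower activity of that kind in siLEF1 cells was tested as a hypothesis. The list of response genes had a median log2 fold change of -0.56 over 19 genes, with 2 lower over all probe sets and 7 when adjusted over the list alone (camera adjusted p = 4.1e-04). Its median was -0.36 without siNT replicate 2, and the siNT replicates differed by a median of 0.29. Without DHRS2 and 4 histone genes, the other 14 genes had a median of -0.18 (interquartile range -0.69 to 0.11), with 2 lower when adjusted over the list alone, among them TXNIP at -1.32. Such a response may therefore be present or absent: these 14 genes go both ways, and 2 arrays per group are too few to tell the explanation from changes in DHRS2 and histone genes alone.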
